A study of Mus musculus with 6 samples. Its data were reported in "Transcriptional and epigenetic rewiring by the NUP98::KDM5A fusion oncoprotein directly activates CDK12" (2025).

How the data were processed

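SLAM-seq libraries of dTAG-NUP98::KDM5A cells were compared between 3 DMSO and 3 dTAG13 samples, grouped by the sample titles. Cells were treated for 1 h and labeled for 1 h with 4-thiouridine. Total RNA was alkylated with iodoacetamide, and libraries were made with a 3′ mRNA kit that reads the transcript strand near its end. Per the study's methods and the submitters' processing notes, the authors used the nf-core/slamseq pipeline with FastQC, Trim Galore and slamdunk on the mouse genome mm10, and tested the result with DESeq2. The methods text states no versions and no annotation release, and whether the Trim Galore release in its reference list was the one run is not stated.

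The deposited files hold 1 table per library with 35119 rows, each a RefSeq transcript with a counting interval. The authors' counts are whole numbers: all reads, reads with a T-to-C conversion, conversions, covered T positions and multimapped reads, the last being 0 in every row. The deposited CPM column is the read count scaled to the file's column sum, and the deposited conversion rate is a fraction, conversions divided by covered T positions. CPM and the fraction were described only, and tests used the counts. For 83.0% of 18502 protein-coding genes with an annotated 3′ UTR, the interval length equalled the stop codon plus 3′ UTR of the RefSeq annotation of GRCm38 (the assembly named mm10) within 1 base, and 82.9% also had the same number of T on the transcript strand within 1. Gene coordinates are taken from that annotation, counted from 1.

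Transcripts of a gene often share an interval and then repeat the same counts, so column sums count such reads several times. Symbols came from the RefSeq table for 34733 rows and from a second RefSeq-to-symbol table for 202, and 184 rows had none. Rows that repeat the counts of another row of the gene (9247) were dropped. For each gene the interval with the most reads over the 6 libraries was kept. In 1193 genes with 2 or more distinct intervals, the other intervals were left out. Of each of 36 sets of genes with equal counts (101 genes), which share reads and cannot be separated, 1 gene was kept. This left 24405 genes. The row of the ribosomal RNA precursor was left out of library sizes and tests. It took 4.61%, 5.96% and 5.33% of the column sum in DMSO replicates 1 to 3, and 3.62%, 3.81% and 4.66% in dTAG13 replicates 1 to 3.

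Reads kept in gene intervals numbered 16134288, 15393544 and 13022499 in DMSO replicates 1 to 3, and 11605933, 10588573 and 12964572 in dTAG13 replicates 1 to 3. Labeled reads numbered 2390605, 2356349 and 1915082, and 1803009, 1648886 and 1968753. Each DMSO library held more reads than each dTAG13 library, but DMSO replicate 3 held fewer labeled reads than dTAG13 replicate 3. Reads carry no molecular identifiers in these tables, so counting intervals cover counting error only. No pair of replicates agreed within sampling noise: chi-square per degree of freedom over genes was between 5.94 and 15.2 for labeled reads.

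Labeled reads, unlabeled reads (all minus labeled) and all reads were each tested with edgeR 4.0.16 (R 4.3.3): filterByExpr, TMM factors from the same reads, quasi-likelihood F-test between groups, Benjamini-Hochberg adjustment, threshold 0.05. No covariate was used. The change of labeled against unlabeled reads was tested as an interaction with a term per library, each kind of read scaled by its own TMM factors. Scaling labeled reads by their own total sets each gene against the other labeled transcripts, so that a change common to all transcripts is not seen. SE is the absolute log2 fold change divided by the square root of the F statistic. Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the lists with 3 or more tested members, and again with an estimated correlation and with fry. Of the 31 lists, 25 were written from textbook knowledge before the data were examined and 6 came from the study, used only as gene names. Overlaps were tested with Fisher's exact test over all tested genes, and labeled shares with an exact permutation test over 20 arrangements.

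The genes named were set before the data were examined: per direction up to 20 largest changes among called genes whose groups did not overlap and whose mean was at least 10 labeled reads, up to 5 per direction for the other tests, the essential targets, Meis1, Myc, Myb, Cdkn1b, Cdkn2c, Mn1, Nup98 and Kdm5a, and up to 4 members of each list with the smallest p. Where a count was of 5 or fewer outside this rule (Tnrc18), or where all called genes of a test are given, the names were chosen after their values were seen.

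The tests were tried on simulated data, with counts drawn for the real genes from the real means, library sizes and dispersions and 200 genes changed. For labeled reads (9293 genes), 14.9% of genes changed 1.5-fold, 50.7% of those changed 2-fold and 87.9% of those changed 4-fold were recovered, with 12 unchanged genes called. For unlabeled reads (10718 genes) the shares were 5.97%, 40.3% and 81.8%, with 4 unchanged genes called. For all reads (11136 genes) they were 10.4%, 61.2% and 86.4%, with 14 unchanged genes called, and for the interaction (9132 genes) 1.49%, 22.4% and 69.7%, with 11 unchanged genes called. Unchanged genes made up more than 5% of the calls in the tests of labeled reads, all reads and the interaction, so the adjusted p-values of these tests were somewhat too small on simulated data. On the real data, by contrast, each test gave fewer unadjusted p-values under 0.05 than chance alone would. Changes under 2-fold were mostly missed at this depth and replication.

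Alternatives set in advance were other scalings (RLE, upper-quartile, and labeled reads scaled by all reads), DESeq2 1.42.0 with its own size factors or those of all reads, no filter or a mean of at least 20 reads, a log2 fold change of at least 1, conversions instead of labeled reads, the replicate number as a block, and each library left out in turn.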

Results

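Newly made RNA was measured by SLAM-seq in the dTAG-NUP98::KDM5A line, murine acute myeloid leukemia (AML) cells in which the NUP98::KDM5A fusion oncoprotein carries a degradation tag. dTAG13 is a ligand that brings a ubiquitin ligase to this tag, so that the fusion protein is destroyed. Cells received 35 nM dTAG13 or the solvent DMSO for 1 h, followed by 1 h with 100 µM 4-thiouridine, a uridine analog that cells build into new RNA. After alkylation the analog is read as C instead of T, so a read with a T-to-C conversion (a labeled read) is taken here as RNA made in the labeling hour. Reads without a conversion (unlabeled reads) are taken as mostly older RNA. The share of each kind of read for which this holds was not measured. Each group had 3 libraries. They held between 10588573 and 16134288 reads in gene intervals, of which 1648886 to 2390605 were labeled. Nothing in the labels says that the 3 libraries of a group came from separate cultures, so p-values measure the spread between these samples, which may be technical.

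The comparison of labeled reads asked which transcripts changed in synthesis directly after loss of the fusion protein. Labeled reads of 49 genes were lower with dTAG13 than with DMSO, among them genes of homeobox transcription factors, several of which hold blood progenitors in an immature state. Hoxa3 was 7.39-fold lower, Hoxa5 4.37-fold, Hoxa9 3.49-fold, Hoxa7 2.33-fold and Hoxa10 2.00-fold, and Nkx2-3, a homeobox factor of spleen and lymphoid development, was 4.45-fold lower. The adaptor genes Frat1 and Frat2, whose products bind GSK3 and favor Wnt signaling, were 4.56-fold and 2.67-fold lower. The cell cycle inhibitor genes Cdkn1b and Cdkn2c were 3.14-fold and 2.94-fold lower. For 0 genes were labeled reads higher.

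In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9470 genes were tested at a threshold of 0.05, and 387 had an unadjusted p under 0.05, where 474 would be expected by chance alone. DESeq2 with its own size factors called 57 lower and 0 higher. The 49 lower genes had a median log2 fold change of -1.30, with values from -4.52 to -0.81, and 35 of them were at or below -1. Leaving out dTAG13 replicate 2 lowered the count from 49 to 29, and testing without the filter on low counts raised it to 75 lower and 5 higher genes.

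Labeled reads of Nkx2-3 (chromosome 19, 43612325 to 43615892, GRCm38, the mm10 build) dropped from 802 ± 19.4 to 180.4 ± 9.48 CPM (counts scaled to library size, SD, n = 3 per group), a log2 fold change of -2.15 ± 0.16 (SE; edgeR adjusted p = 5.88e-08). For Frat1 (chromosome 19, 41829970 to 41832583) they dropped from 701 ± 74.5 to 154 ± 31.2 CPM (edgeR adjusted p = 2.06e-07). Hoxa5 (chromosome 6, 52201754 to 52204587) went from 436 ± 22.2 to 99.8 ± 23.2 (edgeR adjusted p = 4.23e-07) and Hoxa9 (chromosome 6, 52223097 to 52227370) from 591 ± 35.4 to 169 ± 28.9 CPM (edgeR adjusted p = 1.52e-06). Peli1, a ubiquitin ligase gene of innate immune signaling (chromosome 11, 21091283 to 21150327), fell 3.20-fold, with a log2 fold change of -1.68 ± 0.18. Cdkn1b (chromosome 6, 134920401 to 134925525) and Cdkn2c (chromosome 4, 109660876 to 109666756) had log2 fold changes of -1.65 ± 0.18 and -1.55 ± 0.17. Rnf43, a ubiquitin ligase gene that restrains Wnt receptors (chromosome 11, 87663087 to 87735539), had a log2 fold change of -2.05 ± 0.31.

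Among the other large falls, Tap1, a peptide transporter gene of antigen presentation, had a log2 fold change of -1.43 ± 0.19, and Mxi1, which encodes a MYC antagonist, had -1.44 ± 0.26. Bahcc1 had -1.79 ± 0.28, the long noncoding RNA gene A630072M18Rik -1.64 ± 0.26, Uhrf1bp1 -1.52 ± 0.24, Homer1 -1.48 ± 0.30 and the deubiquitinase gene Josd1 -1.40 ± 0.20. Six4 and Skida1 rested on few reads. Six4 had 93 labeled reads over the DMSO libraries and 3 over the dTAG13 libraries. After scaling for library size this was a ratio of 25.8 (95% exact Poisson interval 8.58 to 128, counting error only). Skida1 had 105 and 7, a ratio of 12.5 after the same scaling (interval 5.86 to 31.9). The call of Skida1 was lost without any single one of the 6 libraries (edgeR adjusted p 0.0614 to 0.41), and that of Six4 without DMSO replicate 2 or dTAG13 replicates 1 or 3 (0.0819 to 0.0858, log2 fold changes of -4.49 to -3.95). Homer1 missed the threshold without DMSO replicate 2 or 3 or dTAG13 replicate 2 or 3 (edgeR adjusted p 0.0760 to 0.110, log2 fold changes of -1.48 ± 0.30 with all libraries and -1.44 to -1.38 without 1).

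Genes among the direct targets that the study names as essential, from a screen in another NUP98::KDM5A line without the degradation tag, fell. The study chose those targets on these same samples, so their direction is not independent evidence. Besides Nkx2-3, Hoxa3, Hoxa7, Hoxa9 and Hoxa10, they included Bcl11a, a zinc finger repressor of blood development (chromosome 11, 24076564 to 24173558). Its labeled reads went from 526 ± 12.8 to 213 ± 56.6 CPM, a log2 fold change of -1.30 ± 0.19 (edgeR adjusted p = 0.000369). Cdk12, which encodes a kinase of RNA polymerase II (chromosome 11, 98202433 to 98281101), went from 225 ± 28.7 to 108 ± 23.8, a log2 fold change of -1.06 ± 0.20 (edgeR adjusted p = 0.0075). The RNA-binding protein gene Igf2bp3 had -0.88 ± 0.16, the deubiquitinase gene Vcpip1 -1.01 ± 0.18, Slmap -1.56 ± 0.29 and the exocyst gene Exoc8 -0.81 ± 0.17. Hoxa3, Hoxa7 and Hoxa10 had -2.89 ± 0.40, -1.22 ± 0.25 and -0.997 ± 0.17. Of the genes just named, Cdk12, Exoc8, Hoxa7, Hoxa10, Igf2bp3, Slmap and Vcpip1 missed the threshold without dTAG13 replicate 2 (edgeR adjusted p 0.0506 to 0.198). Cdk12, Exoc8 and Hoxa7 missed it without DMSO replicate 1 (edgeR adjusted p 0.0772 to 0.201), and Cdk12, Hoxa7 and Slmap without dTAG13 replicate 3 (0.0509 to 0.0797). Exoc8 also missed it without DMSO replicate 2, together with Hoxa7 (edgeR adjusted p 0.0524 to 0.0614), without DMSO replicate 3, together with Slmap (0.0594 to 0.0964), and without dTAG13 replicate 1 (0.11). With the replicate number as a block, Exoc8 missed it too (edgeR adjusted p = 0.0814). With labeled reads scaled by all reads, Exoc8 and Hoxa7 did (edgeR adjusted p = 0.105 and 0.0509).

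**Figure D1:**
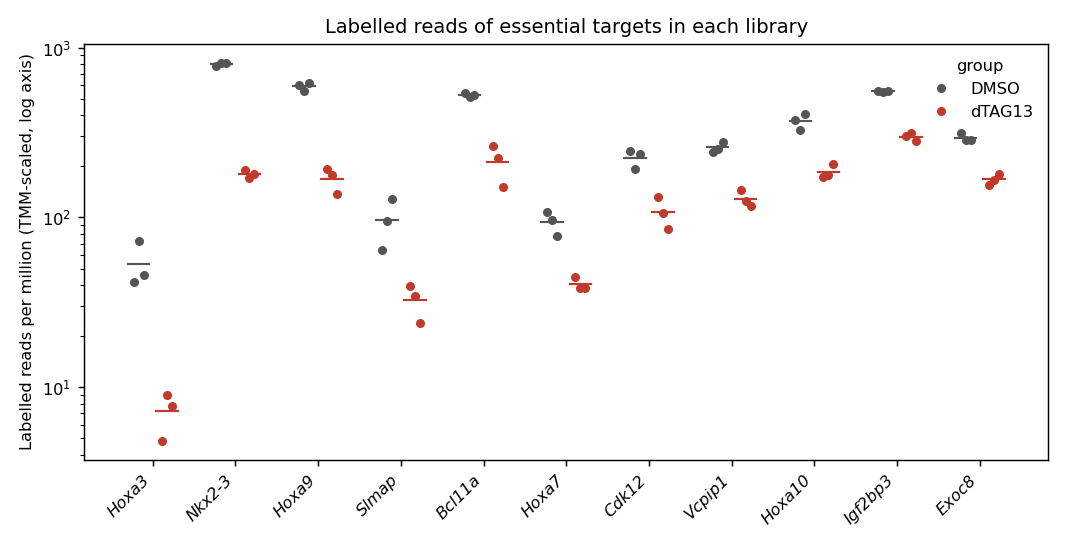
Labeled reads (CPM, TMM-scaled, log axis) of essential targets, with a point for each of the 3 DMSO libraries (grey) and the 3 dTAG13 libraries (red) and a short bar at each group mean. For every gene drawn the 3 dTAG13 points lie below the 3 DMSO points, and for Nkx2-3 the means are 802 and 180.4.

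The gene lists fixed before the data were examined showed where the change was concentrated. Of 8 tested Hoxa cluster genes, 5 fell and 0 rose, with 7 lower when adjusted over the list alone and a median log2 fold change of -1.64 (camera adjusted p = 1.03e-42 with a preset correlation, adjusted p = 0.00167 with an estimated correlation). Hoxa2 (-2.69 ± 0.88) and Hoxa11 (-1.47 ± 0.60) were called over the list alone and not over all genes. Neither of the 2 tested Hoxb genes was called, with Hoxb3 at 0.11 and Hoxb4 at -0.03. Among 25 regulators of leukemic stem and progenitor cells, 4 fell (among them Nkx2-3, Bcl11a and Mn1) and 5 were lower when adjusted over the list alone, the additional gene being Sox4 (-0.46 ± 0.16). The list median was -0.15 (camera adjusted p = 1.96e-07, adjusted p = 0.0286 with an estimated correlation). Mn1, a transcriptional coactivator gene rearranged in leukemia, had a log2 fold change of -0.98 ± 0.16, while Meis1, the gene of a HOXA9 partner, had -0.65 ± 0.27 and was not called (edgeR adjusted p = 1.00). The list member next in p, Pbx3, named after its values were seen, pointed up (1.65 ± 0.72). It was not called with all libraries but was called higher without DMSO replicate 1.

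**Figure D2:**
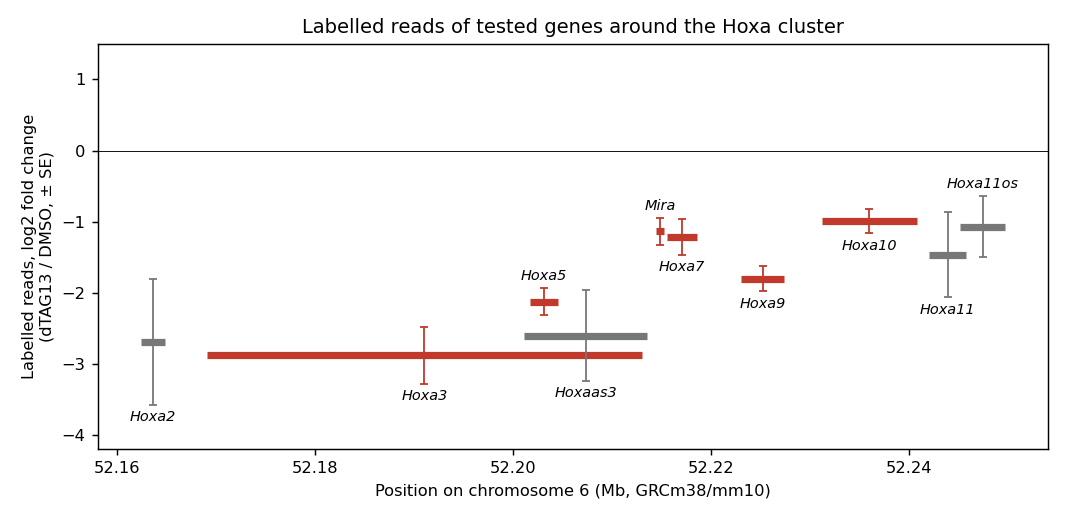
Log2 fold change of labeled reads (dTAG13 over DMSO, bars ± SE, n = 3 per group) of tested genes on chromosome 6 around the Hoxa cluster (not all are drawn), each placed from the start to the end of the gene in GRCm38 (mm10) coordinates. Genes called lower are red and the others grey, and the point estimates drawn are below 0, with Hoxa3 the lowest at -2.89.

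Wnt pathway genes were lower as a list through Frat1, Frat2 and Rnf43: 3 of 17 tested fell, 0 rose, and 4 were lower when adjusted over the list alone, the additional gene being Gsk3b (-0.52). The median was -0.08 (camera adjusted p = 3.23e-08, adjusted p = 0.0543 with an estimated correlation). FRAT proteins promote the pathway and RNF43 restrains it, so the members that fell act in opposite directions. In the list of NF-kB and innate signaling genes, Peli1 and the adaptor gene Ticam2 (-1.13 ± 0.20) fell out of 18, over all genes and adjusted over the list alone, with a median of -0.15 (camera adjusted p = 0.00386, adjusted p = 0.182 with an estimated correlation, 0.0836 in fry and 0.0776 without DMSO replicate 1). Ticam2 itself missed the threshold without DMSO replicate 1 (log2 fold change -1.05, edgeR adjusted p = 0.0537). The members of this list next in p, Birc3 (0.46 ± 0.35) and Nfkb2 (0.39 ± 0.30), pointed up and were not called. Of 16 interferon and antigen processing genes, Tap1 fell and 2 were lower when adjusted over the list alone, the additional gene being Psmb9 (-1.06 ± 0.33), a proteasome subunit gene next to Tap1, which was called over all genes without DMSO replicate 1 (-1.39, edgeR adjusted p = 0.0462). That list had a median of -0.16 (camera adjusted p = 0.0296, adjusted p = 0.158 with an estimated correlation, 0.118 in fry, and 0.0651 to 0.147 without DMSO replicate 2, DMSO replicate 3 or dTAG13 replicate 1). Among its 4 members with the smallest p, Irf7 (1.60 ± 0.59) and Stat2 (0.45 ± 0.24) pointed up and were not called.

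Genes of the cell cycle engine were not moved as a list: 2 of 22 cyclins and cell cycle inhibitors fell, Cdkn1b and Cdkn2c, the same number adjusted over the list alone (median log2 fold change 0.04, mean -0.03, camera direction down, adjusted p = 0.291). The member next in p, the inhibitor gene Cdkn2a (1.77 ± 0.68), pointed up and was not called. Among 21 transcriptional kinase and elongation genes, Cdk12 fell and 2 were lower when adjusted over the list alone, the additional gene being its relative Cdk13 (-0.62 ± 0.19; list median -0.07, camera adjusted p = 0.112). Mxi1 was the gene called, over all genes and adjusted over the list alone, among 26 genes of the MYC and ribosome biogenesis list (median -0.09, camera adjusted p = 0.496). Myc had a log2 fold change of -0.13 ± 0.27 and Myb, a progenitor transcription factor gene, had -0.24 ± 0.16 (edgeR adjusted p = 1.00 for both).

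With all 6 libraries, no member was called, over all genes or adjusted over the list alone, in the remaining lists. For 32 DNA damage repair genes the median log2 fold change was -0.02 (camera adjusted p = 0.954), for 24 myeloid differentiation genes -0.04 (0.83), for 20 genes of the MLL and menin complex -0.09 (0.416) and for 19 histone acetylation and methylation enzymes -0.14 (0.516). For 28 ribosomal protein genes it was 0.07 (0.516). For 17 RAS and MAPK feedback genes it was -0.08 (0.288), but this list was lower in fry, which asks whether members move on balance without comparing them with other genes (adjusted p = 0.0472). Dusp4 (-2.10 ± 0.85) and Braf (-0.49 ± 0.26) had its smallest p. The 21 heat shock and unfolded protein response genes had a median of 0.06 (camera adjusted p = 0.801). Median, mean and camera direction differed in sign in 3 further lists: 24 immediate early genes (median -0.0039, mean 0.03, up, 0.948), 17 p53 targets (0.02, -0.08, down, 0.948) and 18 NUP98, KDM5 and nucleoporin genes (0.0094, -0.04, down, 0.801). Among the p53 targets Bbc3 had -1.34 ± 0.49, and it was called lower without DMSO replicate 3 (-1.82, edgeR adjusted p = 0.0257) or dTAG13 replicate 1 (-2.32, 0.0155). In the nucleoporin list, Nup98 had -0.27 ± 0.36 and Kdm5a 0.04 ± 0.22, and whether the introduced construct adds reads to either was not tested.

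Markers of other blood and tissue cells were sparse. Of the mast cell and basophil list 5 genes were tested (median -0.48, camera adjusted p = 0.444), of the lymphoid list 5 (0.06, 0.935) and of the stromal list 3 (-0.42, 0.916). The erythroid, megakaryocyte and platelet, and eosinophil lists had 2, 2 and 1 tested members, too few for a list test. Hbb-b2 and Tfrc had log2 fold changes of -0.98 and -0.11, Itgb3 and Nfe2 0.69 and 0.13, and Siglecf 0.06.

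Lists that the study drew from other libraries of the same line were compared with the 49 genes to ask whether early loss of synthesis met later changes in chromatin and mRNA. Of 80 tested genes next to regions that lost H3K27 acetylation, 29 fell, where 0.414 would be expected for independent lists (Fisher's exact test, two-sided, adjusted p = 1.19e-49 over 4 tests), among them Bcl11a, Cdk12, Rnf43 and Cdkn1b. Of 38 genes with both acetylation loss and lower mRNA, 25 fell against 0.197 expected (Fisher's exact test, adjusted p = 8.28e-51), and 13 without dTAG13 replicate 2. For these 38 the study took lower mRNA from its 25% downregulated genes, not from the genes called lower at 24 h. Members such as Cdk12, Cdkn1b and Rnf43 are not on the 24 h list. Of 115 tested genes with lower mRNA at 24 h, 21 fell against 0.595 expected (Fisher's exact test, adjusted p = 3.44e-28). Of 66 tested genes with higher mRNA at 24 h, 0 fell and 0 rose, against 0.342 expected to fall (Fisher's exact test, adjusted p = 1.00), and the 4 members with the smallest p went both ways (Cx3cr1 0.92, Mocos -1.55, C3ar1 -0.73 and Zeb2os -0.98). Adjusted over the list alone, the lower counts were 50, 36, 25 and 0 in the same order.

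As whole lists, the genes next to lost acetylation had a median log2 fold change of -0.76 (camera adjusted p = 4.72e-94, adjusted p = 0.00343 with an estimated correlation) and the 38 genes with both changes -1.09 (4.25e-135, and 0.00167). Genes with lower mRNA at 24 h had a median of -0.13 (camera adjusted p = 1.17e-19, adjusted p = 0.00157 with an estimated correlation), and genes with higher mRNA 0.08 (0.516). The 45 direct targets the study chose on these samples had a median of -1.30 (camera adjusted p = 4.56e-230, 0.00108 with an estimated correlation), and 44 were called, or 45 adjusted over the list alone, with Tnrc18 (-0.85 ± 0.27) the exception over all genes. That exception depended on the counting interval kept, since another interval of Tnrc18 was called at -1.32 ± 0.29 (edgeR adjusted p = 0.0313). The 12 essential targets, picked from those, had a median of -1.14 (camera adjusted p = 3.43e-75, 0.00108 with an estimated correlation). Neither of these last 2 values is independent evidence of direction.

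The comparison of unlabeled reads asked whether the older RNA pool had moved by 2 h after dTAG13 was added. No single gene passed the threshold, but the genes that lost labeled reads leaned the same way: of 48 that could be tested, 45 had a negative estimate and the median log2 fold change was -0.49. Of these 48 genes, 25 were lower at an unadjusted p under 0.05 in edgeR's test. All 48 were chosen by labeled reads of the same libraries, so deviations shared by both kinds of read could add to this lean and to this count. The values expected without a change were not computed, so neither the lean nor the count settles the question. Nkx2-3 had -1.58 ± 0.21, Frat1 -1.45 ± 0.20, Hoxa10 -1.21 ± 0.24, Peli1 -1.07 ± 0.16, Frat2 -0.95 ± 0.17 and Hoxa9 -0.80 ± 0.14. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 10920 genes were lower and 0 higher (smallest adjusted p = 0.152, for Nkx2-3 and Frat1). An unadjusted p under 0.05 was reached by 190 genes, where 546 would be expected by chance. Small p-values were thus rarer than chance alone would give, so the lack of calls is weak evidence that unlabeled reads did not move. DESeq2 called 6 lower and 0 higher, the 6 genes just named.

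All reads together, as a standard 3′ mRNA library would show, gave 10 lower genes and 0 higher. Nkx2-3 was lowest in p (log2 fold change -1.94 ± 0.13, edgeR adjusted p = 0.000244), followed by Frat1 (-1.86 ± 0.18), Hoxa5 (-1.51 ± 0.14), Hoxa9 (-1.28 ± 0.12) and Peli1 (-1.41 ± 0.14). Rnf43 had -1.79 ± 0.26, Cdkn1b -1.20 ± 0.13, Frat2 -1.17 ± 0.13, Cdkn2c -1.001 ± 0.12 and Hoxa10 -0.998 ± 0.13. All 10 were among the 49 genes lower in labeled reads, where 0.0517 would be shared by independent lists, although both counts use the same labeled reads. Igf2bp3 (-0.11 ± 0.12) and Cdk12 (-0.47 ± 0.18) were not called among all reads. In edgeR's test 11296 genes were tested and 251 had an unadjusted p under 0.05, where 565 would be expected, while DESeq2 called 27 lower and 0 higher. The edgeR count dropped to 5 without DMSO replicate 1 and to 3 (Frat1, Hoxa5 and Nkx2-3) without dTAG13 replicate 2. With the replicate number as a block, only Frat1 and Nkx2-3 were still called.

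Whether labeled reads moved more than unlabeled reads of the same gene was tested as an interaction within libraries. It did so for 4 genes, all lower. Gtpbp1, which encodes a GTP-binding protein (chromosome 15, 79690001 to 79721479), lost labeled reads (-1.30 ± 0.18) while its unlabeled reads stood at 0.09 ± 0.22, a difference of -1.36 ± 0.13 (edgeR adjusted p = 6.91e-05). The RNA-binding protein genes Igf2bp3 (-0.89 ± 0.13, edgeR adjusted p = 0.0115) and Igf2bp1 (-0.83 ± 0.14, edgeR adjusted p = 0.0447) and Hoxa5 (-1.52 ± 0.21, edgeR adjusted p = 0.00617) were the others. In DMSO, 6.70% ± 0.71 of Gtpbp1 reads were labeled, 14.8% ± 1.12 of Igf2bp3 reads and 36.7% ± 1.85 of Igf2bp1 reads, against 72.4% ± 4.72 for Hoxa5 (SD, n = 3). Among 9329 genes tested with edgeR, 0 were higher and 385 had an unadjusted p under 0.05, where 466 would be expected. With 1 library left out, Gtpbp1 was called in all 6 fits and Hoxa5 in 5 (not without DMSO replicate 2), while Igf2bp3 was called only without DMSO replicate 1 or dTAG13 replicate 1, and Igf2bp1 only without dTAG13 replicate 1. Higher calls appeared in some of these fits, such as Ddx50 without DMSO replicate 1.

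**Figure D3:**
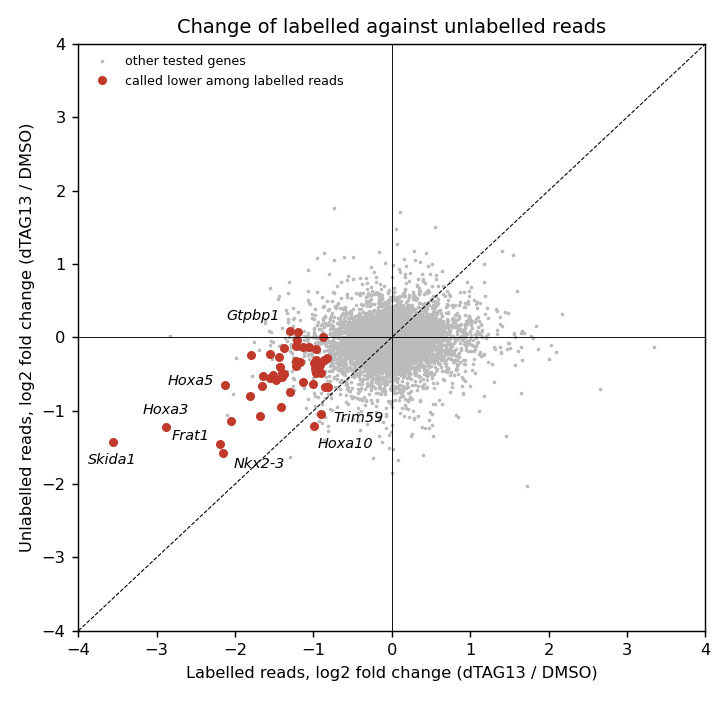
Log2 fold change (dTAG13 over DMSO) of labeled reads (horizontal) against unlabeled reads (vertical) for each gene tested in both, with the genes called lower among labeled reads in red and the dashed line marking equal change. Of the 48 red genes, 45 lie below 0 on the vertical axis, and Gtpbp1 lies at -1.30 and 0.09.

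The share of labeled reads in a library compared total labeling between groups. It was 14.9% ± 0.32 with DMSO and 15.4% ± 0.213 with dTAG13 (SD, n = 3 per group), a difference of 0.488 percentage points (exact permutation test, two-sided, p = 0.2, where 0.1 is the smallest p that 3 against 3 allows). Conversions per covered T were 1.70% ± 0.0886 and 1.77% ± 0.0533. No library without 4-thiouridine was analysed here, so the background of conversions is unknown. Labeling differed widely between transcripts in DMSO: Myc reads were 89.3% ± 2.73 labeled and Myb reads 37.6% ± 3.53, while ribosomal protein genes had a median of 5.48%.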

Values the study reported

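The study reported 45 genes with lower expression and no gene with higher expression in its SLAM-seq comparison of dTAG13 with DMSO. Knockout of 12 of these 45 genes was reported to impair growth of the leukemia cells. After 8 h of dTAG13, the study reported reduced H3K27ac at 161 regions and reduced H3K4me3 at 37 regions, assigned to 84 and 29 genes. Its RNA sequencing at 24 h gave 153 genes with lower and 96 genes with higher expression. A set of 38 genes was reported to lose H3K27ac and mRNA together. Fusion protein loss was described as efficient within 15 min and complete after 1 h at 35 nM dTAG13.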

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

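The count of T-to-C conversions, which the comparisons above do not use as their measure, gave a signal in dTAG13 that the DMSO libraries lacked, at the long noncoding RNA gene 4930426L09Rik (chromosome 2, 18998319 to 18999804). This test was planned, but the gene was singled out after its values were seen. It had 144 conversions on 20 labeled reads with dTAG13 and 0 conversions with DMSO, out of 27 and 14 reads. Against the limit that a count of 0 allows (3 labeled reads over the DMSO group), its labeled reads were at least 8.19-fold higher after scaling for library size. edgeR's quasi-likelihood test on conversions gave adjusted p = 0.0182, and the test on labeled reads without the filter on low counts gave 0.596. Conversions on the same read are not independent counts, so the test on conversions overstates the evidence, and DMSO replicate 1 had 0 reads of this gene. Its labeled reads carried 7.2 conversions each, compared with 2.73 over all genes, and 13 of the 20 came from dTAG13 replicate 3.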

How the results depend on the processing

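The 49 lower genes all kept a negative log2 fold change wherever they were tested in 14 alternative fits of the labeled reads, and 24 of them were called in every fit. With no filter beyond 1 read, the labeled test called 75 lower and 5 higher, the unlabeled test 2 lower, and the interaction 32 lower and 20 higher. The cause was not tested. DESeq2 called 6 lower among unlabeled and 27 among all reads, and with size factors from all reads it called 1 gene higher among labeled reads (Ing4). The test on conversions called 1 gene higher. Scaling by all reads with edgeR moved the median gene by 0.0935 on the log2 scale and left 35 of the 49. Leaving out 1 library in turn gave 29 to 45 lower and 0 to 2 higher genes for labeled reads (29 without dTAG13 replicate 2), 3 to 10 lower for all reads, 1 to 6 lower and 0 to 2 higher for the interaction, 9 to 10 lists lower and 0 to 1 higher (ribosomal proteins, without DMSO replicate 2, adjusted p = 0.0264, where the other alternatives gave no call), 13 to 22 of the 38 genes with acetylation and mRNA loss, and a labeled share difference of 0.369 to 0.670 percentage points. Replicate numbers did not pair the samples: correlations of deviations from the group means were -0.032, -0.077 and -0.158. With the replicate number as a block, 45 genes were lower among labeled reads (42 of the 49), 2 among all reads (Frat1 and Nkx2-3) and 2 in the interaction (Gtpbp1 and Hoxa5), while 10 lists stayed lower. Alternatives chosen after seeing the data were every distinct counting interval, equal labeled totals, removal of base content trends, and the labeled share with 1 library left out; none moved a count by over 1.5 times. Restricting to genes without multimapped reads was not run, since no row has any.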

Other observations

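The neighboring-gene and base content patterns below were noticed in the list of lower genes, the test of RNA decay was written after values of 2 genes had been seen, and the values for neighbors away from the Hoxa cluster or with trends removed were added later. Genes named here were chosen after their values were seen. Several of the 49 genes with lower labeled reads share a locus. Gtpbp1 and Josd1 lie 2129 bases apart on chromosome 15, and 1110059E24Rik and Abhd17b 476 bases apart on chromosome 19. Frat1 and Frat2 lie 13389 bases apart on chromosome 19, Homer1 and Jmy 24968 bases apart on chromosome 13, and Fem1c and Ticam2 32260 bases apart on chromosome 18. Lockd, a long noncoding RNA gene, lies 3567 bases from Cdkn1b on chromosome 6, and Mira, another, lies inside the Hoxa cluster. Lockd had a labeled log2 fold change of -1.23 ± 0.26 and Mira -1.14 ± 0.18. The nuclear noncoding RNA Malat1 was also lower (-0.87 ± 0.19), and it is one of 5 genes called here outside the study's own list of direct targets, with Smad7, Jmy, Togaram1 and Fem1c. These 5 calls were unstable: of 14 alternative fits, Smad7 and Togaram1 were called in 8, Jmy in 7, Malat1 in 6 and Fem1c in 4. In the study's lists from other libraries, Smad7, Jmy and Togaram1 are among the genes next to lost H3K27 acetylation. Smad7 and Fem1c are among those with lower mRNA at 24 h, and Malat1 is on neither list.

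Transcripts of the lower genes had a median of 48.1% labeled reads in DMSO, compared with 20.9% for all tested genes, and 31.7% with dTAG13, compared with 22.6%. Among immediate early genes the median in DMSO was 42.4%.

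The first pattern weighed is that 49 genes were lower and 0 higher. DMSO replicates 1 and 2 held the most labeled reads, but with every library thinned to 1648886 labeled reads, 46 genes were lower (46 of the 49) and 0 higher, with a median log2 fold change of -1.30 for the 49, which argues against depth. Lower genes had a lower GC content of the counting interval (median 39.3% against 44.5%), but with GC and T content trends removed per library, 52 genes were lower (48 of the 49), and GC was known for 44 of the 49. A loss of the fusion protein stays open as the explanation, since dTAG13 and the group are the same in this design and cells without the tag were not analysed here.

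The 6 libraries can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 49 genes for labeled reads, 0 for unlabeled reads, 10 for all reads and 4 for the interaction, and the highest other split gave 2, 12, 0 and 3. As many as in the real split were called in 1 of the 10 splits each for labeled reads, all reads and the interaction, while for unlabeled reads, where the real split gave 0, all 10 do so necessarily and this says nothing. The 12 genes among unlabeled reads came from setting DMSO replicates 1 and 2 with dTAG13 replicate 3 against the rest. Why this split called more genes than the real one was not tested.

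The second pattern is that 20 of the 49 genes lay within 100 kb of another of them, compared with a median of 0 and a highest value of 8 in 10000 random sets matched on expression (permutation p = 1e-04, the smallest these draws can give). Of 22 neighboring pairs 0 had overlapping counting intervals, which argues against shared reads between called genes. A run that could not place all pairs had left this undecided, and the rule that genes which do not touch cannot overlap was added after it. Overlap with the uncalled neighbors given later in this paragraph was not tested. Some of them share a span with a called gene, such as Mir3063 (log2 fold change -2.02) inside Igf2bp1 and Hoxaas3 (-2.60) across Hoxa5. Shared reads therefore stay possible for the uncalled neighbors. Without the Hoxa genes and Mira 14 of 43 were still neighbors (permutation p = 1e-04), which argues against the Hoxa cluster as the whole cause, and random sets matched on the number of tested genes nearby reached at most 9 (permutation p = 1e-04), which argues against gene density. A regional loss of transcription is a candidate explanation: 116 uncalled genes within 100 kb of the 49 had a median log2 fold change of -0.12, below all 10000 random sets (95% between -0.02 and 0.08), and -0.09 for the 111 away from the Hoxa cluster. Among the 116, 15 were lower and 2 higher at an unadjusted p under 0.05. The lower ones included Fbxl20 near Cdk12 (-1.12), Egln1 near Exoc8 (-0.90) and Psmb9 next to Tap1 (-1.06). Fbxl20, Egln1 and Psmb9 are themselves among the study's genes next to regions that lost H3K27 acetylation. Their falls therefore cannot tell a regional loss from a loss at these genes themselves, and the median without such genes was not computed. Med1, between Fbxl20 and Cdk12, stood at 0.08 and Gnpat, next to Exoc8, at 0.07. Regional loss remains a hypothesis found and tested on the same libraries.

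The third pattern is that unlabeled reads of the lower genes leaned down too, with a median of -0.49 over 48 genes. These genes were chosen by labeled reads of the same libraries, and the median expected without a change was not computed. If transcription dropped when dTAG13 was added and RNA made before labeling decayed at the rate that a gene's labeled share in DMSO implies, the predicted median is -0.40, and observed minus predicted values had a median of -0.035 (quartiles -0.20 and 0.15). Across these genes, which are not independent replicates, observed and predicted values correlated (Spearman rho 0.665, Pearson r 0.705), more than with labeled shares shuffled among genes (median rho 0.134, permutation p = 1e-04, the smallest these shuffles can give). New RNA without a detected conversion may also account for it: this would need a median of 69.8% of new reads to be detected (quartiles 55.6% and 78.7%), a value that can never lie below a gene's own labeled share. Setting it against immediate early genes therefore decided nothing, and both explanations stay open.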
